A study of Mus musculus with 8 samples. Its data were reported in "The transcriptional response to oxidative stress is part of, but not sufficient for, insulin resistance in adipocytes" (2018).

How the data were processed

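Total RNA of 8 samples of 3T3-L1 adipocytes was extracted with a Qiagen kit and hybridised as biotin-labelled cRNA to Affymetrix whole-genome mouse arrays, which carry 45101 probe sets. The samples form 3 groups taken from the sample titles, chronic insulin (CI, 2 arrays), tumour necrosis factor (TNF, 3 arrays) and dexamethasone (Dex, 3 arrays), all with the antioxidant MnTBAP, Mn(III)tetrakis(4-benzoic acid)porphyrin, during the final 6 hours. Nothing in the labels says that the arrays of a group came from separate cultures, so p-values measure only the spread between these samples, which may be technical. The study's measure of how far the antioxidant reversed each model could not be computed, because samples without it were not analysed here.

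The deposited values are probe set intensities on a linear scale, from 6.14 to 24273.6, made by the authors. The study's methods name RMA background correction and normalization in affyPLM for this array type. Whether the deposited intensities are those RMA values after removal of the logarithm, and whether any further scaling was applied, is not stated in the sources used here. The arrays were already close in level, with median intensities of 126.8 and 124.7 in CI, 130.97, 130.3 and 129.1 in TNF, and 127.5, 129.1 and 126.5 in Dex. The design, fixed before the data were examined, had assumed log2 values. Because the values were linear, log2 was taken with no pseudocount and the planned test was kept. An array has no read depth, and the number of arrays limits the precision. No genome coordinates were used.

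The 64 control probe sets were left out of the fits with every probe set as a feature, which tested 45037. The counts by symbol that follow include them, so a control with a gene symbol may have represented a gene. Probe sets were named from GEO's platform annotation, in which 34958 had 1 gene symbol, 932 several and 9211 none. Of the probe sets with 1 symbol, 34754 had a gene ID in the RefSeq gene table, and 0 symbols needed an update. A gene was represented by its probe set with the highest mean over the 8 arrays, which gave 18194 genes, 9012 of them with more than 1 probe set. Probe sets with several symbols or none named no gene.

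The 3 groups were fitted together with limma (version 3.58.1 in R 4.3.3), using lmFit and eBayes with a two-sided moderated test and Benjamini-Hochberg adjustment over all genes, as in the study's methods. A gene was called at an adjusted p under 0.05 and an absolute log2 difference over 0.5. The contrasts were TNF minus CI, Dex minus CI and TNF minus Dex. A gene set a model apart when both contrasts of that model were called with the same sign. That count was set against 20 draws of simulated unchanged groups and against the overlap of independent lists.

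Lists of genes, the rule for named genes and the alternatives were fixed before the data were examined. The 19 lists covered adipocyte identity, fatty acid and triglyceride synthesis, cholesterol synthesis and uptake, NF-kB and inflammatory genes, interferon response, glucocorticoid response, insulin signalling and glucose uptake, FOXO targets, NRF2 targets, antioxidant enzymes, oxidative phosphorylation, fatty acid oxidation, glycolysis, unfolded protein and amino acid stress, extracellular matrix, preadipocyte and fibroblast markers, macrophage and leukocyte markers, cell cycle, and transcription factors named in the study text. All but 33 of the listed members had a named probe set here. Lists were tested with limma's camera at its preset correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 57 tests. Of these 35 were called, and 0 with the correlation estimated from the residuals, which rest on 5 residual degrees of freedom. Members were also counted with the p adjusted over the list alone. The genes named were, per contrast, up to 6 in each direction with the largest difference among called genes whose groups did not overlap, up to 4 called members of each list, and a fixed set of marker genes whatever their values.

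The alternatives were other scalings between arrays, a filter on low genes, other rules for the probe set of a gene, every probe set as a feature, the replicate number as a block, a fit of only the groups compared, other eBayes settings, array weights, other thresholds, fry in place of camera, and leaving out each array in turn. A covariate for RNA quality, the beta-actin 3′ minus 5′ difference, was added after the data had been seen. The fit was tested on simulated data. For TNF minus CI it recovered 90% of 100 genes changed by 0.75 and 99% of 100 changed by 1.5 on the log2 scale, and for TNF minus Dex 96% and 99%, with 18194 genes in the step. Figures were drawn with Python 3.11.15.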

Results

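Gene expression was measured with microarrays in 3T3-L1 adipocytes, a mouse fibroblast line differentiated into fat cells, after each of 3 treatments used to make these cells insulin resistant. The CI model exposed the cells to chronic insulin (2 arrays), the TNF model to the inflammatory cytokine tumour necrosis factor (3 arrays) and the Dex model to dexamethasone, a synthetic glucocorticoid (3 arrays). All 8 samples had also received MnTBAP, a cell-permeable antioxidant, for the final 6 hours. Samples without the antioxidant were not analysed here, so the values compare the 3 models with each other under the antioxidant and do not measure its effect. No untreated cells were among the 8 samples, so a rise or fall below is only relative to the other model of the comparison. A fall in TNF or Dex against CI can equally be a rise under chronic insulin. Which model departed from untreated cells was not tested. The median intensity of an array lay between 124.7 and 130.97, and Pearson's r across probe sets was 0.9955 to 0.9981 between arrays of a model and 0.9827 to 0.9896 between arrays of different models. The number of arrays limits the precision of every value below. Differences are on the log2 scale with the standard error (SE) of the fit, and a gene is said to rise, fall or change only if its adjusted p was under 0.05 and its difference exceeded 0.5 on the log2 scale.

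Marker genes were examined first to see whether the arrays carried the response that their labels name. Fkbp5 and Tsc22d3, which glucocorticoids induce directly, had log2 intensities of 13.09 ± 0.08 and 12.01 ± 0.19 in Dex (mean ± SD, n = 3), against 10.12 ± 0.03 and 9.88 ± 0.24 in CI (n = 2) and 10.44 ± 0.06 and 9.74 ± 0.23 in TNF (n = 3). Saa3, an acute phase protein that adipocytes release under inflammation, reached 14.11 ± 0.11 in TNF against 8.93 ± 0.09 in CI and 8.92 ± 0.19 in Dex. The chemokine Ccl2 lay at 12.02 ± 0.52 in TNF, 10.50 ± 0.03 in CI and 9.38 ± 0.19 in Dex, and the lipocalin Lcn2 at 11.57 ± 0.57, 9.39 ± 0.07 and 9.72 ± 0.33. The clock gene Per1 was higher in Dex than in CI by 0.81 ± 0.18, a call that was lost without CI replicate 1 (0.67, limma adjusted p = 0.0888). Nfkbia, which encodes the NF-kB inhibitor, differed by 0.19 ± 0.15 between TNF and CI and did not pass the test. It was higher in Dex than in CI by 0.58 ± 0.15, again not without CI replicate 1 (0.47, limma adjusted p = 0.135).

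**Figure D1:**
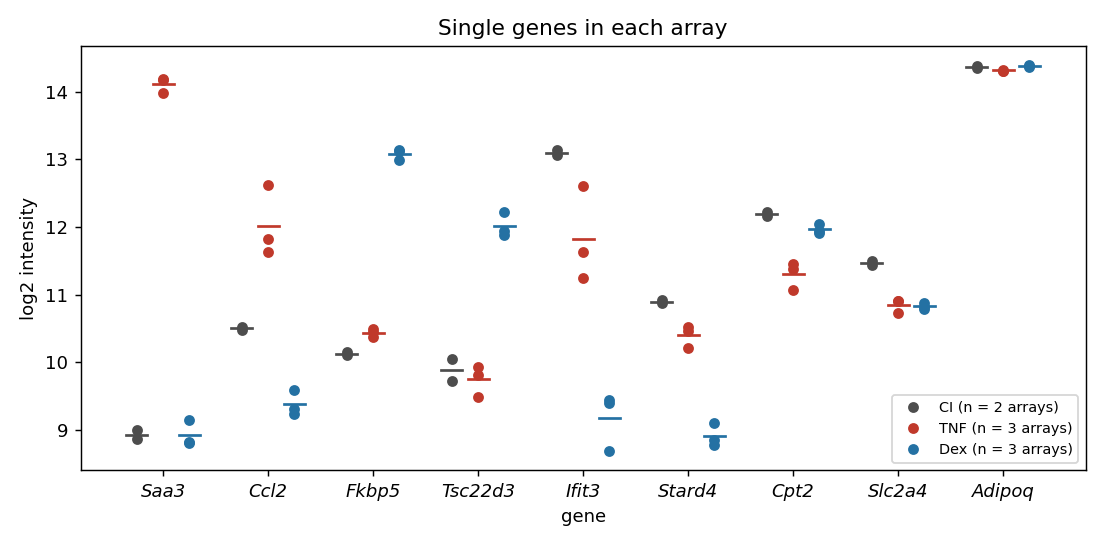
Log2 intensity (vertical axis) of 9 named genes in each of the 8 arrays, coloured by model, with a bar at each model's mean. Saa3 averaged 14.11 in TNF and Fkbp5 13.09 in Dex, whereas the adipokine gene Adipoq lay between 14.31 and 14.37 on average, close to the largest intensities of the arrays (22432.5 to 24273.6 before log2), where differences can be compressed.

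RNA quality was read from the control probe sets at the ends of long transcripts. The 3′ minus 5′ difference of beta-actin was 0.76 ± 0.06 in TNF (mean ± SD, n = 3), 0.60 ± 0.09 in CI (n = 2) and 0.58 ± 0.15 in Dex (n = 3), where replicate 3 stood apart at 0.75 against 0.49 in each of the others. In the order TNF, CI and Dex that of pyruvate carboxylase was 2.18 ± 0.32, 1.89 ± 0.22 and 1.77 ± 0.14, and that of Gapdh 0.11 ± 0.03, 0.15 ± 0.01 and 0.08 ± 0.02. Of the macrophage and leukocyte markers, 17 of 18 were measured. Lyz2, which encodes lysozyme, was the only one of them called in any comparison, higher in TNF than in CI by 0.55 ± 0.07 and than in Dex by 0.95 ± 0.06. As a group these markers were not called in any of the 3 comparisons (limma camera adjusted p = 0.347 for TNF against CI, 0.903 for Dex against CI and 0.342 for TNF against Dex). Their median difference for Dex against CI was 0.05 while the mean was -0.01 and the test pointed down.

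The first comparison asked how adipocytes of the inflammatory model differed from those of the chronic insulin model, both under the antioxidant. The study cites earlier work in which this antioxidant restored the response to insulin in each model. That response was not measured here. At camera's preset correlation, inflammatory genes were higher in TNF as a group. Lipid synthesis, fatty acid oxidation and oxidative phosphorylation genes were lower as groups, although many members did not pass the test. These calls were lost with an estimated correlation between genes (camera adjusted p = 0.224 to 0.458). Saa3 was 36.4-fold higher than in CI (5.19 ± 0.11 on the log2 scale, limma adjusted p = 2.4e-10), the chemokine Ccl5 17.1-fold (4.09 ± 0.08), the complement protease Cfb 11.1-fold (3.47 ± 0.07) and the chemokine Ccl9 10.5-fold (3.39 ± 0.11). Ccl8 and Chil1 followed with 3.08 ± 0.11 and 2.86 ± 0.08. The level of Saa3 in TNF was not far below that of Adipoq, where differences can be compressed, so its fold is uncertain. The largest falls were those of the peptidase Enpep (-2.36 ± 0.12), the interferon-induced antiviral gene Rsad2 (-2.16 ± 0.21), the DNA polymerase gene Poln (-2.14 ± 0.17), the interferon regulator Usp18 (-2.11 ± 0.30) and Mgll (-2.03 ± 0.10), whose product completes triglyceride breakdown. Enpep lay at 7.23 and 7.51 in CI, below the median gene there (7.91). No measure of background was used, so the size of a difference is uncertain for genes at such levels. In every comparison this limit also holds for Chil1, Ehhadh, Eno2, Gata3 and Gsta3, which lay below the median gene in CI. Ifit1 fell by 2.04 ± 0.44, a call that was lost without CI replicate 2 (limma adjusted p = 0.0574). In all, 1496 of 18194 genes changed (8.22%), 545 higher and 951 lower in TNF, and 258 of these differed more than 2-fold, 127 of them higher. The balance between the directions depended on scaling, with 634 higher and 724 lower after quantile normalization and 443 higher and 1180 lower with each array centred on its median.

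Of the 30 measured NF-kB and inflammatory genes, 15 rose, none fell and 15 did not pass (15 adjusted over the list alone). The neutrophil chemokine Cxcl5 rose by 2.80 ± 0.19, the adhesion molecule Vcam1 by 2.72 ± 0.12, Lcn2 by 2.17 ± 0.26 and Ccl2 by 1.52 ± 0.23. The average over the members was 9.72 in TNF replicate 1 against 9.19 and 9.25 in the other TNF arrays, and 8.40 and 8.43 in CI. The group differed from other genes (limma camera with Benjamini-Hochberg adjustment, adjusted p = 5.72e-10), but not with an estimated correlation between its genes (adjusted p = 0.338 with an estimated correlation). The interferon-response genes went the other way: 14 of 26 fell and none rose (15 adjusted over the list alone), with a median of -0.85 (adjusted p = 6.88e-05, or adjusted p = 0.475 with an estimated correlation). The arrays of TNF were spread widely in this group, with averages over the members of 11.12, 10.40 and 10.62 against 11.42 and 11.51 in CI. The number that fell was 9 without CI replicate 1, 8 without CI replicate 2 and 9 without TNF replicate 3.

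Genes of mitochondrial energy production were lower in TNF as groups. Of 33 measured oxidative phosphorylation genes, 8 fell and none rose (8 adjusted over the list alone), with a median of -0.35 (limma camera adjusted p = 2.33e-14, or adjusted p = 0.325 with an estimated correlation). The complex III core subunit Uqcrc2 fell by 0.87 ± 0.09, the complex I subunit Ndufs1 by 0.72 ± 0.08 and cytochrome c1, Cyc1, by 0.58 ± 0.08. Among 23 fatty acid oxidation genes 9 fell and none rose (9 adjusted over the list alone, median -0.43, adjusted p = 7.28e-10, or adjusted p = 0.224 with an estimated correlation), and 6 fell without CI replicate 2. Ehhadh, a peroxisomal enzyme, fell by 1.35 ± 0.14, the mitochondrial acyl transferase Cpt2 by 0.90 ± 0.11 and the long-chain dehydrogenase Acadvl by 0.69 ± 0.07. The mean 3′ minus 5′ differences of beta-actin and pyruvate carboxylase were also highest in TNF, as given above.

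The groups of lipid synthesis and adipocyte genes were lower as well. Of 20 cholesterol synthesis and uptake genes 10 fell and none rose (10 adjusted over the list alone, median -0.52, limma camera adjusted p = 5.8e-07, or adjusted p = 0.388 with an estimated correlation). The average over the members was 10.83 in TNF replicate 1 against 11.14 and 11.09 in the other TNF arrays, and 11.45 and 11.49 in CI. The sterol reductase Tm7sf2 fell by 0.89 ± 0.15 and the lanosterol demethylase Cyp51 by 0.77 ± 0.14. The number was 6 without CI replicate 2 and 5 without TNF replicate 1. Fatty acid and triglyceride synthesis genes fell in 7 of 22 cases (7 adjusted over the list alone, median -0.17, adjusted p = 0.00253, or adjusted p = 0.458 with an estimated correlation). Without TNF replicate 1, whose average over the members was 10.98 against 11.15 and 11.19, the median was -0.11 and 5 fell. Malic enzyme Me1 fell by 1.11 ± 0.10, Pnpla3 by 1.04 ± 0.19 and the acyl-CoA ligase Acsl3 by 0.89 ± 0.09. Of 21 adipocyte genes, 10 fell and none rose (10 adjusted over the list alone, median -0.46, adjusted p = 2.85e-05, or adjusted p = 0.224 with an estimated correlation). They included Pck1 (-1.29 ± 0.16), the hormone gene Retn (-0.95 ± 0.09), the glycerol channel Aqp7 (-0.89 ± 0.16) and the insulin-regulated glucose transporter Slc2a4 (-0.63 ± 0.08). Adipoq, which lay close to the largest intensities of the arrays, differed by -0.05 ± 0.07 and did not pass. The adipogenic factor Cebpa fell by 0.64 ± 0.10. Pparg fell by 0.52 ± 0.08, close to the threshold, and was not called without CI replicate 1 (-0.49), TNF replicate 2 (-0.48) or TNF replicate 3 (-0.49).

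Insulin signalling and glucose uptake genes were lower on balance, with 1 of 27 higher and 4 lower (5 adjusted over the list alone, median -0.14, limma camera adjusted p = 0.0276, or adjusted p = 0.339 with an estimated correlation). The call was lost without TNF replicate 2 (adjusted p = 0.102). The phosphodiesterase Pde3b, through which insulin restrains lipolysis, fell by 0.75 ± 0.12, the Akt substrate Tbc1d4 by 0.72 ± 0.10 and the PI3-kinase regulatory subunit Pik3r1 by 0.64 ± 0.10. Irs1 (-0.43), Irs2 (-0.35) and Insr (0.23) did not pass. Of 19 preadipocyte and fibroblast markers 5 rose and 1 fell (7 adjusted over the list alone, median 0.19, adjusted p = 0.0276, or adjusted p = 0.346 with an estimated correlation). Without TNF replicate 1 the markers were not called (median 0.12, adjusted p = 0.0806). The hyaluronan receptor Cd44 rose by 1.05 ± 0.11, the cyclin Ccnd1 by 0.98 ± 0.11 and the growth factor receptor Pdgfrb by 0.93 ± 0.14. Unfolded protein and amino acid stress genes fell in 5 of 26 cases with none higher (5 adjusted over the list alone, median -0.25, adjusted p = 0.0099, or adjusted p = 0.325 with an estimated correlation). TNF replicate 1 stood apart, with an average over the members of 11.30, near CI replicate 1 (11.35), against 11.06 in each of the other TNF arrays. The folate enzyme Mthfd2 fell by 0.82 ± 0.09, and the number of members called was 1 without CI replicate 2, 2 without CI replicate 1, TNF replicate 2 or TNF replicate 3, and 3 without Dex replicate 1 or 2.

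Genes of the redox defence were of interest because the study asks how oxidative stress relates to these models. Of 26 NRF2 target genes 2 rose and 6 fell in TNF (8 adjusted over the list alone, median -0.14, limma camera adjusted p = 0.0255, or adjusted p = 0.67 with an estimated correlation). This call was lost without CI replicate 2 (adjusted p = 0.0586) or TNF replicate 1 (median -0.07, adjusted p = 0.107), and 5 members changed without CI replicate 1 and 5 without CI replicate 2. The fallers Taldo1 (-0.81 ± 0.12), an enzyme of the pentose phosphate pathway, Aox1 (-0.75 ± 0.11) and Cbr3 (-0.71 ± 0.08) stood against a rise of the quinone reductase Nqo1 by 0.56 ± 0.12, which was not called without CI replicate 1 (0.48, adjusted p = 0.0734). Among 23 antioxidant enzymes 3 fell and none rose, and the group was not called (adjusted p = 0.523). The mitochondrial peroxiredoxin Prdx3 fell by 0.82 ± 0.09 and the repair enzyme Msra by 0.69 ± 0.10. The superoxide dismutase Sod2 (0.24) and the haem oxygenase Hmox1 (0.11) did not pass.

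The remaining groups were not called for TNF against CI. Of 25 glucocorticoid-response genes 2 were higher and 7 lower (median -0.19, limma camera adjusted p = 0.0716), with falls of Klf15 (-1.43 ± 0.09), Hsd11b1 (-1.26 ± 0.10), which regenerates active glucocorticoid, and Rasd1 (-1.18 ± 0.07). These genes also lay lower in Dex than in CI, although 16 members of the group rose in Dex and 4 fell. Klf15 lay at 10.14 to 10.27 in Dex against 11.40 and 11.46 in CI. Hsd11b1 lay at 12.23 to 12.51 against 13.52 and 13.40, and Rasd1 at 8.67 to 8.74 against 10.52 and 10.55. The group was called in some fits with 1 array left out, among them that without TNF replicate 1 (adjusted p = 0.0158). With 1 array left out its median ran from -0.31, without CI replicate 1, to -0.10. Extracellular matrix genes split into 8 higher and 4 lower of 28 (12 adjusted over the list alone, median 0.03, adjusted p = 0.174). The protease inhibitor Timp1 rose by 1.43 ± 0.09, fibronectin Fn1 by 1.30 ± 0.10 and the gelatinase Mmp2 by 0.88 ± 0.08, and the collagen Col15a1 fell by 1.11 ± 0.11. Glycolysis genes (1 higher, 4 lower of 18, adjusted p = 0.155) held both a rise of Eno2 (2.004 ± 0.235) and a fall of the glycolytic regulator Pfkfb3 (-1.74 ± 0.14). FOXO targets (1 higher, 5 lower of 23, adjusted p = 0.248) had a median of 0.04 but a mean of -0.18. None of 23 cell cycle genes was called by limma (adjusted p = 0.289), and 7 had an unadjusted p under 0.05, while without TNF replicate 2 the number called was 1. A last list held transcription factors named in the study text. It was chosen by the study, so its count is not independent evidence. It gave 2 higher and 2 lower of 14 measured (4 adjusted over the list alone, adjusted p = 0.821, median 0.00, mean -0.01), and 2 members were called without CI replicate 1. Fosl1 rose by 0.71 ± 0.14, while Jun (-0.21) and Gata3 (-0.17) did not pass. Ets2 rose by 0.66 ± 0.19 but was not called without CI replicate 1 (adjusted p = 0.114), CI replicate 2 (adjusted p = 0.14) or TNF replicate 1 (0.41).

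The next comparison asked how glucocorticoid-treated adipocytes differed from those under chronic insulin. At camera's preset correlation, glucocorticoid-response genes were higher in Dex as a group, and interferon-response, cholesterol synthesis and matrix genes lower. These calls were lost with an estimated correlation (camera adjusted p = 0.224 to 0.359). The cytochrome P450 Cyp2e1 was 19.5-fold higher than in CI (4.29 ± 0.14). The actin-associated gene Fam107a rose by 5.81 ± 0.17 (limma adjusted p = 3.2e-09), the peptidase Cpm by 5.45 ± 0.09, the apolipoprotein gene Apoc3 by 5.05 ± 0.22, the ribonuclease gene Ear3 by 4.68 ± 0.21 and Aldh1a1, which makes retinoic acid, by 4.05 ± 0.11. In CI these 5 genes lay below the median gene (7.91), Cpm at 5.11 and Ear3 at 3.90. No measure of background was used here, so no fold is given for genes at such levels and the size of their differences is uncertain. At the other end lay Ifit1, 22.2-fold lower (-4.47 ± 0.44), the interferon-induced chemokine Cxcl10 (-4.27 ± 0.35), Iigp1 (-4.22 ± 0.43), Ifit3 (-3.92 ± 0.32), Usp18 (-3.80 ± 0.30) and the carbonic anhydrase Car3 (-3.78 ± 0.18). Of 18194 genes 1637 changed (9.00%), 605 higher and 1032 lower in Dex, of which 135 and 288 differed more than 2-fold.

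Of 25 glucocorticoid-response genes 16 rose and 4 fell in Dex (20 adjusted over the list alone), with a median of 0.81 (limma camera adjusted p = 4.97e-07, or adjusted p = 0.24 with an estimated correlation). The receptor co-chaperone Fkbp5 rose by 2.96 ± 0.08, the pyruvate dehydrogenase kinase Pdk4 by 2.93 ± 0.15, the phagocytic receptor Mertk by 2.51 ± 0.14 and Tsc22d3 by 2.13 ± 0.15. The interferon-response group had the lowest median of the 19 lists, with 22 of 26 lower and none higher (22 adjusted over the list alone, median -1.96, adjusted p = 3.01e-25, or adjusted p = 0.224 with an estimated correlation). Its average over the members was 9.39, 9.24 and 9.07 in the Dex arrays against 11.42 and 11.51 in CI. No macrophage or leukocyte marker was called by limma in this comparison, and 3 of 17 had an unadjusted p under 0.05. NF-kB and inflammatory genes gave 1 higher and 7 lower of 30 (8 adjusted over the list alone, median -0.02, mean -0.39, adjusted p = 0.0351, or adjusted p = 0.698 with an estimated correlation). Without Dex replicate 3 this group was not called (adjusted p = 0.0664), and its median lay between -0.09 and -0.02 with 1 array left out, the lowest without Dex replicate 2. Cxcl5 fell by 3.02 ± 0.19, the hyaluronan-binding Tnfaip6 by 2.61 ± 0.15, Il6 by 2.06 ± 0.25 and Ccl2 by 1.12 ± 0.23, whereas Saa3 differed by 0.00 ± 0.11.

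All 20 measured cholesterol synthesis and uptake genes fell in Dex (20 adjusted over the list alone, median -1.47, limma camera adjusted p = 2.89e-21, or adjusted p = 0.224 with an estimated correlation). The number was 18 without CI replicate 2. Dex replicate 3 had an average over the members of 10.32 against 10.05 and 10.06 in the other Dex arrays. The sterol carrier Stard4 fell by 1.99 ± 0.11, Tm7sf2 by 1.85 ± 0.15, the farnesyl diphosphate synthase Fdps by 1.71 ± 0.12 and Hsd17b7 by 1.68 ± 0.15. Fatty acid and triglyceride synthesis genes gave 1 higher and 8 lower of 22 (9 adjusted over the list alone, median -0.28, adjusted p = 0.00839, or adjusted p = 0.519 with an estimated correlation). The fallers included Acsl3 (-1.65 ± 0.09), the acetyl-CoA synthetase Acss2 (-1.44 ± 0.07), the citrate lyase Acly (-1.15 ± 0.14) and Me1 (-0.99 ± 0.10). Glycolysis genes fell in 4 of 18 cases with none higher (6 adjusted over the list alone, median -0.39, adjusted p = 0.00015, or adjusted p = 0.388 with an estimated correlation), and the number was 8 without Dex replicate 3. The lactate dehydrogenase Ldhb fell by 0.99 ± 0.09, Pfkfb3 by 0.89 ± 0.14 and the pyruvate kinase Pkm by 0.67 ± 0.08.

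Of 28 extracellular matrix genes 15 fell and 1 rose in Dex (16 adjusted over the list alone, median -0.53, limma camera adjusted p = 1.01e-05, or adjusted p = 0.359 with an estimated correlation). The collagen-binding proteoglycans Lum and Dcn fell by 2.84 ± 0.12 and 1.42 ± 0.12, and the collagens Col15a1 and Col3a1 by 1.88 ± 0.11 and 1.29 ± 0.10. Preadipocyte and fibroblast markers gave 2 higher and 5 lower of 19 (7 adjusted over the list alone, median -0.16, adjusted p = 0.0351, or adjusted p = 0.359 with an estimated correlation). They were not called without CI replicate 1 (adjusted p = 0.0552) or Dex replicate 3 (adjusted p = 0.0554). Fgf2 fell by 1.39 ± 0.19, Wnt5a by 0.95 ± 0.09 and Cd44 by 0.93 ± 0.11, and Ccnd1 rose by 0.71 ± 0.11. FOXO targets gave 8 higher and 4 lower of 23 (14 adjusted over the list alone, median 0.23, adjusted p = 0.0341, or adjusted p = 0.399 with an estimated correlation). The PI3-kinase inhibitor Pik3ip1 rose by 1.47 ± 0.13 and the triglyceride lipase Pnpla2 by 0.94 ± 0.08, while Pck1, which encodes the enzyme of glyceroneogenesis, fell by 2.26 ± 0.16 and Gadd45a by 1.57 ± 0.20. The FOXO call was lost without CI replicate 1 (adjusted p = 0.0645), TNF replicate 1 (adjusted p = 0.0576) or Dex replicate 1 (adjusted p = 0.0788).

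Several groups showed changes in single members without a call for the group in Dex. Insulin signalling and glucose uptake genes gave 4 higher and 4 lower of 27 (9 adjusted over the list alone, limma camera adjusted p = 0.429). The adaptor Grb14, which restrains the insulin receptor, fell by 2.01 ± 0.21, the receptor substrate Irs1 by 1.30 ± 0.10 and Slc2a4 by 0.65 ± 0.08, and Irs2 rose by 0.62 ± 0.07. Insr rose by 0.60 ± 0.09, but the median of its probe sets gave -0.09. Adipocyte genes gave 2 higher and 6 lower of 21 (8 adjusted over the list alone, median -0.05, adjusted p = 0.102), including falls of Aqp7 (-1.29 ± 0.16) and Pparg (-0.61 ± 0.08). Adipoq (0.01 ± 0.07) and Cebpa (-0.23) did not pass. None of 33 oxidative phosphorylation genes was called by limma (adjusted p = 0.58), and 6 had an unadjusted p under 0.05. Fatty acid oxidation genes gave 2 higher and 1 lower of 23 (median 0.00, mean -0.03, adjusted p = 0.872), with a rise of the medium-chain dehydrogenase Acadm (0.71 ± 0.07) and a fall of Ehhadh (-0.98 ± 0.14).

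Redox genes also moved singly in Dex. NRF2 targets, whose average was 11.16 in Dex replicate 3 against 10.90 and 10.92 in the other Dex arrays, gave 3 higher and 1 lower of 26 (5 adjusted over the list alone, limma camera adjusted p = 0.835), with rises of the glutathione transferase Gsta3 (3.44 ± 0.17) and of Gclc (0.80 ± 0.16), which catalyses the first step of glutathione synthesis. Antioxidant enzymes gave 3 higher and 3 lower of 23 (adjusted p = 0.808), with a rise of the glutathione peroxidase Gpx1 (0.94 ± 0.07) and falls of its relative Gpx8 (-1.01 ± 0.11) and the secreted superoxide dismutase Sod3 (-0.91 ± 0.09). Their median was 0.12, whereas their mean was -0.04 and the test pointed down. Hmox1 (0.72 ± 0.28), Nqo1 (-0.05) and Sod2 (-0.22) did not pass. Unfolded protein and amino acid stress genes gave 1 higher and 2 lower of 26 (adjusted p = 0.523), with a rise of the amino acid transporter Slc7a5 (0.92 ± 0.10). Of the 14 measured transcription factors on the list taken from the published text, 1 was higher and 2 lower (adjusted p = 0.807). Of these Gata3 fell by 0.61 ± 0.13, a call lost without CI replicate 2 (adjusted p = 0.0509), and Jun (0.35) and Ets2 (0.26) did not pass. Cell cycle genes were slightly lower as a group, with 2 of 23 lower (2 adjusted over the list alone, median -0.09, adjusted p = 0.0276, or adjusted p = 0.627 with an estimated correlation). The group was not called without CI replicate 1 (adjusted p = 0.0692) or Dex replicate 2 (adjusted p = 0.104), with 1 member called without the former and none without the latter.

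**Figure D2:**
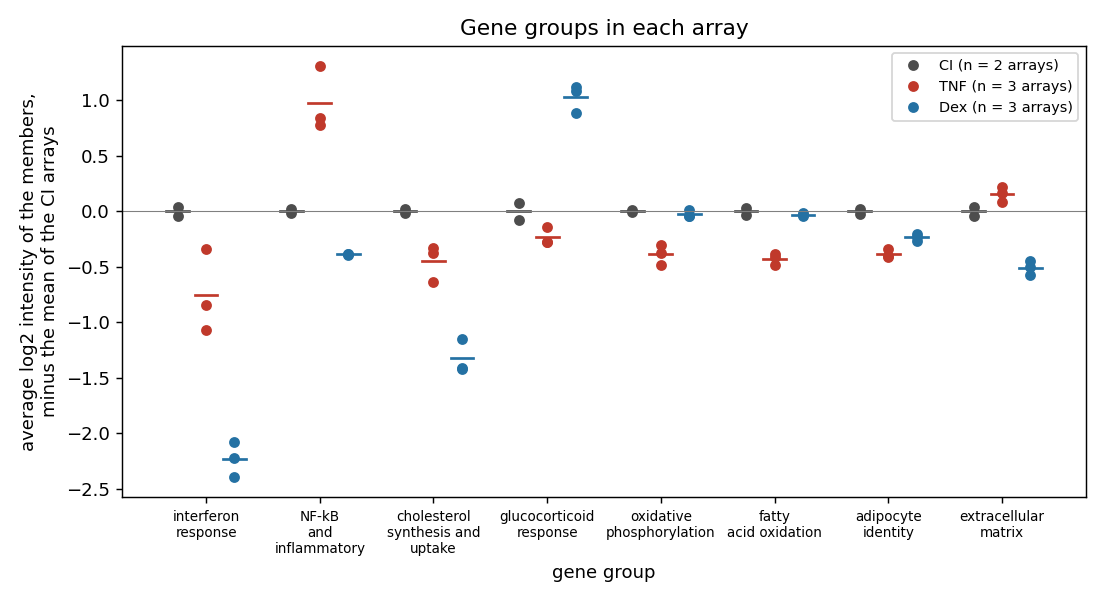
Average log2 intensity over the members of 8 gene groups in each array, minus the mean of the 2 CI arrays (vertical axis, log2), coloured by model with a bar at each model's mean. The interferon-response averages run from 9.07 to 9.39 in Dex, 10.40 to 11.12 in TNF and 11.42 to 11.51 in CI before the CI mean is taken off.

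The inflammatory and glucocorticoid models were then compared directly, to test which genes differed between them. At camera's preset correlation, inflammatory, interferon, matrix and cholesterol genes were higher in TNF as groups. Glucocorticoid-response and mitochondrial genes were higher in Dex, with few of the mitochondrial genes called singly. These calls were lost with an estimated correlation (camera adjusted p = 0.224 to 0.325). Saa3 was 36.5-fold higher in TNF (5.19 ± 0.10), Cfb 28.8-fold (4.85 ± 0.07) and Ccl5 23.7-fold (4.57 ± 0.07). The fold of Saa3 has the limit given for TNF against CI. Cxcl5 was higher by 5.82 ± 0.17 (limma adjusted p = 1.3e-09), the haem-binding protein gene Hpx by 4.21 ± 0.11 and AW112010 by 3.54 ± 0.09. Higher in Dex were Apoc3 (-5.55 ± 0.20 as TNF minus Dex), Fam107a (-5.43 ± 0.15), Cpm (-5.27 ± 0.08), Ear3 (-5.04 ± 0.19), Cyp2e1 (-4.42 ± 0.13) and Gsta3 (-3.82 ± 0.15). In total 1328 genes changed, 753 higher in TNF and 575 higher in Dex, of which 228 and 114 differed more than 2-fold. The balance shifted to 806 and 509 with quantile normalization, 699 and 650 with each array centred on its median and 661 and 618 with the beta-actin 3′ minus 5′ difference as a covariate. With the adjusted p alone it turned, to 1839 and 1962.

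Of 26 interferon-response genes 22 were higher in TNF and none lower (23 adjusted over the list alone, median 1.59, limma camera adjusted p = 2.89e-21, or adjusted p = 0.224 with an estimated correlation). The differences were 2.69 ± 0.32 for Cxcl10, 2.66 ± 0.29 for Ifit3 and 2.55 ± 0.24 for Oasl2. NF-kB and inflammatory genes gave 14 higher and none lower of 30 (14 adjusted over the list alone, median 0.48, adjusted p = 6.96e-14, or adjusted p = 0.284 with an estimated correlation). Vcam1 was higher by 2.98 ± 0.11 and Ccl2 by 2.64 ± 0.20. Cholesterol synthesis and uptake genes gave 16 higher and none lower of 20 (16 adjusted over the list alone, median 0.96, adjusted p = 3.92e-16, or adjusted p = 0.24 with an estimated correlation). They included Stard4 (1.49 ± 0.10), the squalene epoxidase Sqle (1.15 ± 0.12) and the mevalonate pathway enzyme Hmgcs1 (1.12 ± 0.16). Matrix genes gave 13 higher and none lower of 28 (13 adjusted over the list alone, median 0.49, adjusted p = 3.69e-12, or adjusted p = 0.24 with an estimated correlation). The largest differences among them were those of Lum (2.07 ± 0.10), Timp1 (2.06 ± 0.08), Dcn (1.75 ± 0.11) and Fn1 (1.64 ± 0.09). Preadipocyte and fibroblast markers gave 9 higher and none lower of 19 (9 adjusted over the list alone, median 0.44, adjusted p = 4.78e-06, or adjusted p = 0.224 with an estimated correlation). Cd44 was higher by 1.97 ± 0.09 and Pdgfrb by 1.34 ± 0.13.

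Glucocorticoid-response genes were lower in TNF in 17 of 25 cases and higher in 1 (19 adjusted over the list alone, median -1.14, limma camera adjusted p = 2.46e-14, or adjusted p = 0.224 with an estimated correlation). TNF minus Dex was -2.89 ± 0.13 for Pdk4, -2.65 ± 0.07 for Fkbp5 and -1.14 ± 0.16 for Per1. Oxidative phosphorylation genes were lower in 4 of 33 cases and higher in none (4 adjusted over the list alone, median -0.36, adjusted p = 2.1e-15, or adjusted p = 0.325 with an estimated correlation), and the number was 9 without TNF replicate 2. The complex I subunits Ndufs1 and Ndufv1 differed by -0.70 ± 0.07 and -0.57 ± 0.07. Fatty acid oxidation genes were lower in 8 of 23 cases and higher in none (8 adjusted over the list alone, median -0.37, adjusted p = 3.97e-11, or adjusted p = 0.224 with an estimated correlation). Among these were Acadm (-0.84 ± 0.07), Acadvl (-0.74 ± 0.07) and Echs1 (-0.70 ± 0.10). FOXO targets gave 3 higher and 6 lower of 23 (9 adjusted over the list alone, median -0.38, adjusted p = 0.000102, or adjusted p = 0.24 with an estimated correlation). Gadd45a was among those higher (0.89 ± 0.18). The adipocyte group gave 1 higher and 3 lower of 21 (4 adjusted over the list alone, median -0.05, adjusted p = 0.0245, or adjusted p = 0.325 with an estimated correlation). Retn differed by -1.08 ± 0.08 and the lipid droplet gene Cidec by -0.91 ± 0.07, while Adipoq (-0.06), Slc2a4 (0.02), Pparg (0.09) and Cebpa (-0.40) did not pass.

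The 2 receptor substrates moved in opposite directions between these models, with TNF minus Dex at 0.87 ± 0.09 for Irs1 and -0.97 ± 0.07 for Irs2. Tbc1d4 differed by -1.06 ± 0.09. Insulin signalling and glucose uptake genes gave 3 higher and 2 lower of 27 and were not called as a group (limma camera adjusted p = 0.276). Antioxidant enzymes gave 3 higher and 2 lower of 23 (adjusted p = 0.284), with Sod3 at 1.27 ± 0.08 and Prdx3 at -0.59 ± 0.08. NRF2 targets gave 1 higher and 5 lower of 26 (7 adjusted over the list alone, median -0.10, adjusted p = 0.0183, or adjusted p = 0.654 with an estimated correlation). The call was lost without Dex replicate 3 (adjusted p = 0.103), the median was -0.05 without TNF replicate 1, and without Dex replicate 1 the number of changed members was 9. The member higher in TNF was Nqo1 (0.61 ± 0.11), and the lower ones included Gclc (-0.83 ± 0.15). Fatty acid and triglyceride synthesis genes gave 4 higher and 4 lower of 22 and were not called (adjusted p = 0.544), with Acss2 at 0.95 ± 0.06 and the elongase Elovl6 at 0.77 ± 0.08.

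The remaining groups of this comparison are given here. Cell cycle genes gave 3 higher and none lower of 23 (3 adjusted over the list alone, median 0.24, limma camera adjusted p = 0.000269, or adjusted p = 0.388 with an estimated correlation). Without TNF replicate 1 only 1 was higher. Glycolysis genes gave 5 higher and 1 lower of 18 (6 adjusted over the list alone, median 0.19, adjusted p = 0.0327, or adjusted p = 0.654 with an estimated correlation). The arrays overlapped, as the average over the members was 10.55 in TNF replicate 1 and 10.58 in Dex replicate 3. It was 10.80 and 10.78 in the other TNF arrays and 10.36 and 10.43 in the other Dex arrays. Eno2 differed by 1.29 ± 0.21, Hk1 by 0.81 ± 0.13 and Pfkfb3 by -0.85 ± 0.12. That call was lost without TNF replicate 2 (adjusted p = 0.112), TNF replicate 3 (adjusted p = 0.078), Dex replicate 1 (adjusted p = 0.0677) or Dex replicate 2 (adjusted p = 0.0644). Unfolded protein and amino acid stress genes were lower in 3 of 26 cases and higher in none (5 adjusted over the list alone, median -0.19, adjusted p = 0.0279, or adjusted p = 0.359 with an estimated correlation), with Mthfd2 at -0.98 ± 0.08. This call was lost without TNF replicate 2 (adjusted p = 0.0699) or Dex replicate 1 (adjusted p = 0.0622), and without TNF replicate 1 the number was 8. Of the transcription factors on the published list none was called by limma (2 adjusted over the list alone, adjusted p = 0.696, median 0.03, mean -0.07), and 7 of 14 had an unadjusted p under 0.05. Without TNF replicate 1 the number called was 3. For the groups above given without it, the count adjusted over the list alone equalled the count over all genes.

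Finally, the genes that set each model apart from both others were counted. Saa3, Vcam1, Timp1 and Fn1 were higher in TNF than in both CI and Dex, and Ndufs1, Acadvl, Prdx3, Retn and Tbc1d4 were lower in TNF than in both. Fkbp5, Pdk4, Gsta3 and Pnpla2 were higher, and Ifit3, Stard4, Lum and Irs1 lower, in Dex than in both other models. CI stood apart by higher Slc2a4, Acsl3, Col15a1 and Ldhb and by lower Pik3ip1 and Ccnd1. The counts were 404 genes for TNF (256 higher, 148 lower), 665 for Dex (289 higher, 376 lower) and 654 for CI (485 higher, 169 lower). The TNF count split into 219 higher and 198 lower with each array centred on its median, 282 and 104 with quantile normalization, 70 and 4 at a log2 difference over 1, and 711 and 755 with the adjusted p alone. Simulated unchanged groups gave 0 such genes in each of 20 draws. As at most 1 gene was called in any contrast of a draw, this does not show how far changed contrasts overlap. Independent lists of the same sizes would share 22.6 higher and 30.1 lower genes for TNF, 19.1 and 42.7 for Dex and 53.9 and 18.1 for CI. Part of the excess over these values may come from the arrays that both comparisons of a model share, since groups of 2 and 3 arrays cannot be split into parts of at least 2 arrays each.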

Values the study reported

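The study compared transcriptional changes in the insulin resistance models with and without the antioxidant MnTBAP. It reported that the antioxidant reversed at most 7% of the transcriptional changes in any model. About 40% of the genes changed in each model were also altered under oxidative stress. Exposure to both redox inhibitors for 24 h changed 2203 genes.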

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

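The actin covariate was the only alternative chosen after the data had been seen. The counts of changed genes (TNF against CI, Dex against CI, TNF against Dex), of genes that set TNF, Dex and CI apart, and of called lists stayed within 1.5 times of those given above under every alternative except those named next. With the adjusted p alone the counts were 4181, 3926 and 3801, and 1466, 1698 and 1953 genes stood apart. With a log2 difference over 1 they were 258, 423 and 342, and 74, 175 and 105. With every probe set as a feature they were 2992, 3305 and 2583, and 753, 1251 and 1316. These shifts follow from the construction, since a threshold or the number of features was changed. With an estimated correlation 0 lists were called by camera, and with fry 32, as 6 calls were lost and 3 gained. The tests ask different questions, since fry does not compare the members with other genes. Fry lost interferon response and NRF2 targets for TNF against CI, and inflammatory genes and cell cycle for Dex against CI. It also lost NRF2 targets and glycolysis for TNF against Dex. It gained glucocorticoid response and matrix genes for TNF against CI, and adipocyte identity for Dex against CI. With only genes above the median level 26 of 35 list calls were left. The 9 lost were insulin signalling, NRF2 targets and unfolded protein stress for TNF against CI, inflammatory genes, preadipocyte markers and cell cycle for Dex against CI, and adipocyte identity, glycolysis and unfolded protein stress for TNF against Dex. Quantile normalization lost 4 of these 9, insulin signalling, NRF2 targets and both of unfolded protein stress. Leaving out each array in turn gave 1237 to 1605, 1552 to 1795 and 1284 to 1420 changed genes, 336 to 485, 614 to 738 and 571 to 684 apart, and 32 to 34 called lists, where a lone CI array is assumed to vary like the other groups. With the replicate block the counts were 1534, 1730 and 1339, with 404, 684 and 703 apart and 34 lists. The replicate numbers were not taken to pair the arrays, because the deviations of same-numbered TNF and Dex arrays correlated at 0.33, -0.09 and 0.21, and TNF replicate 2 correlated best with Dex replicate 3 (0.28). The actin covariate gave 1570, 1637 and 1279, with 405, 633 and 662 apart and 34 lists. Some single genes reversed. With the median of a gene's probe sets, Insr gave -0.093 for Dex against CI, and Lss 0.48 and Uqcrq 0.039 for TNF against CI. Without probe sets that can match several transcripts, Lss gave 0.48 and Uqcrq 0.056 for TNF against CI, and Dlk1 -0.16 and Uqcrq 0.086 for TNF against Dex. The former setting read the median over the gene's probe sets and the latter another probe set of the gene. The cause of the disagreement was not tested. Of 227 called values of named genes, 182 were called under every alternative run for single genes, and 30 were lost without at least 1 array. No scaling moved the median of all genes by over 0.1 on the log2 scale. No measure of signal over background was used here, so low genes were not marked as undetected.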

Other observations

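The gene lists in this paragraph and the next, the tests with marker genes and the actin covariate were chosen after the results had been seen, and so was the use of the planned fry and leave-1-out fits to weigh explanations. The p-values of these added lists are therefore no independent evidence. Complement and acute phase genes were higher in TNF as a group, but members such as Hpx had already been seen among the largest differences. Of 17 measured members 10 were higher and 2 lower in TNF than in CI, with a median of 1.42 (limma camera, adjusted p = 2.35e-10 over the added lists, or adjusted p = 0.0326 with an estimated correlation). The complement protease C1s1 was higher by 2.27 ± 0.11 (SE), the endotoxin-binding protein Lbp by 2.57 ± 0.07 and the haem scavenger Hpx by 2.65 ± 0.12. Haptoglobin, Hp, was higher by 1.64 ± 0.07 in TNF and by 1.66 ± 0.07 in Dex, with a TNF minus Dex difference of -0.02 ± 0.07. Orm1 and Orm2, which encode acute phase plasma proteins, went the other way, at -0.94 ± 0.09 and -1.19 ± 0.14 in TNF and at -0.84 ± 0.09 and -0.94 ± 0.14 in Dex. In Dex the group gave 3 higher and 5 lower (adjusted p = 0.408).

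Several feedback genes of the ERK pathway were higher in CI than in both other models. The phosphatase Dusp6 differed from CI by -1.92 ± 0.17 in TNF and -2.40 ± 0.17 in Dex, Dusp4 by -2.02 ± 0.13 and -1.56 ± 0.13, and the inhibitor Spry4 by -1.23 ± 0.18 and -1.07 ± 0.18. Of 14 members 8 were lower and 1 higher in Dex (limma camera adjusted p = 0.000191, or adjusted p = 0.486 with an estimated correlation), and 6 lower and 2 higher in TNF (adjusted p = 0.0331, or adjusted p = 0.566 with an estimated correlation). TNF replicate 1 stood apart in this list, with an average over the members of 8.78, near CI replicate 1 (8.87), against 8.29 in each of the other TNF arrays. The median of TNF minus CI was -0.28, and -0.48 without TNF replicate 1. Without CI replicate 2 the lower members were 5 in Dex and 4 in TNF. Of 16 clock genes 4 were lower and 1 higher in TNF (adjusted p = 0.0331, or adjusted p = 0.486 with an estimated correlation). In Dex 3 were lower and 2 higher (adjusted p = 0.232).

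At camera's preset correlation, interferon-response genes were lower as a group in Dex and TNF than in CI. For TNF camera with an estimated correlation gave an adjusted p of 0.475. For Dex fry, which takes the correlation between genes from the arrays of a group, gave an adjusted p of 0.000532. Camera with an estimated correlation gave 0.224 and called none of the 19 planned lists. Fry asks whether the members differ at all, and camera whether they differ more than other genes. The fry value therefore bears on variation between arrays and not on whether the list stands out from other genes. The averages over the members, 9.07 to 9.39 in the Dex arrays and 11.42 and 11.51 in CI, lay further apart than the arrays of either group, which with fry argues against variation between arrays as the whole cause. Leukocyte RNA in the CI arrays would lower the leukocyte markers in both other models, where the median of the interferon-response genes was -1.96 in Dex and -0.85 in TNF. Of 17 markers 12 lay below the median gene in CI, where a fall can be hidden. The median of the other 5 was 0.078 in Dex (SD 0.27) and 0.090 in TNF (SD 0.33), which argues against such RNA as the whole cause but does not exclude a small share. The study describes a cultured fibroblast line turned into fat cells and names no source of leukocytes. Whether the signal of these markers came from the line itself was not tested. Of the markers 2, Lyz2 (-0.40) and Laptm5 (-0.32), were lower in Dex past the adjusted p. The lowest of the 5 in TNF was Laptm5 (-0.29), and Lyz2, at 10.49 in CI, was higher in TNF. For TNF the variation between arrays cannot be told apart from a difference between the models, because fry gave an adjusted p of 0.0602 with 3 arrays that spread widely. A difference between the models in Dex remains a hypothesis, since it was found and tested on the same arrays.

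Oxidative phosphorylation and fatty acid oxidation genes were lower as groups in TNF than in CI at camera's preset correlation, but not with an estimated correlation (adjusted p = 0.325 and 0.224). Compression of highly expressed genes would shrink differences, so a low median cannot test it. Of 10000 random lists matched on mean expression, 0 had a median as low as that of oxidative phosphorylation. For fatty acid oxidation the number was also 0. Random lists do not share the estimated correlation of the members, 0.57 and 0.18 in that order. A lower share of adipocytes would raise all preadipocyte and fibroblast markers alike, but 3 of 19 were lower and 7 higher in TNF past the adjusted p. At camera's preset correlation, though, these markers were higher as a group (median 0.19) and adipocyte genes lower (median -0.46). A lower share therefore stays open. With the actin covariate in the fit the median was -0.36 for oxidative phosphorylation and -0.43 for fatty acid oxidation. This fit cannot decide on RNA quality, because the actin differences of TNF (0.71 to 0.83) and CI (0.54 and 0.66) did not overlap. The slope of the covariate comes from the spread within groups, which was widest in Dex (SD 0.15) through replicate 3. The pyruvate carboxylase difference, also highest in TNF, was not fitted. For TNF against CI fry gave an adjusted p of 0.00285 for oxidative phosphorylation and 0.000532 for fatty acid oxidation. The averages over the members were 12.43 to 12.62 and 10.30 to 10.39 in the TNF arrays. In CI they were 12.91 and 12.93, and 10.75 and 10.81. A difference between the models remains a hypothesis, since it was found and tested on the same arrays, and its cause was not tested.

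Cholesterol genes were lower as a group in TNF than in CI and lower in Dex than in both at camera's preset correlation, but not with an estimated correlation (adjusted p = 0.388 for TNF minus CI, 0.224 for Dex minus CI and 0.24 for TNF minus Dex). Compression of highly expressed genes would shrink differences, so the low median in Dex cannot test it. Of 10000 matched random lists 0 had a median as low, but they do not share the members' estimated correlation of 0.63. With the actin covariate the medians were -0.64 for TNF minus CI and 0.82 for TNF minus Dex, against -0.52 and 0.96 without it. The slope of the covariate rests largely on Dex replicate 3, so this fit cannot decide on RNA quality for either step. The covariate does not test Dex against CI directly, since the mean actin difference was 0.58 in Dex and 0.60 in CI. Dex replicate 3 had an actin difference of 0.75 against 0.49 in each of the other Dex arrays, and an average over the cholesterol genes of 10.32 against 10.05 and 10.06. A single array is argued against for TNF, because the median nearest to 0 with 1 array left out was -0.42, although the number of members called was 5 without TNF replicate 1 and 6 without CI replicate 2. Whether the models differ in sterol regulation remains a hypothesis.

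The 6 arrays of TNF and Dex can be split into groups of 3 in 10 ways, which is too few for a share under 0.05. Only 1 split, the real one, gave as many as 1328 changed genes in limma, and the highest of the others gave 0. At an unadjusted p under 0.05 the real split gave 5882 genes and the highest of the others 1452. Every other split put arrays of both models in each group, so the difference between the models added to the spread within groups. Their low counts can follow from this alone and are no measure of unchanged groups. The splits therefore cannot show whether 1328 exceeds what unchanged arrays would give.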
